# Mastication stimuli enhance the learning ability of weaning-stage rats, altering the hippocampal neuron transcriptome and micromorphology

**DOI:** 10.3389/fnbeh.2022.1006359

**Published:** 2022-10-03

**Authors:** Akihito Yasuoka, Toshitada Nagai, Seonmi Lee, Hitonari Miyaguchi, Yoshikazu Saito, Keiko Abe, Tomiko Asakura

**Keywords:** mastication, powdered diet, hippocampus, memory, dendrite, spine

## Abstract

Mastication stimuli are known to relieve senile dementia in human and animal studies. However, few studies have focused on its effect on weaning-stage animals and the underlying molecular processes. In this study, 3-week-old male rats were raised on a powdered (P-group) or chow (C-group) diet for 8 days, and their behavior was examined using the Y-maze and novel object recognition tests. In the Y-maze test, the C-group rats showed a larger alternation ratio than the P-group rats. In the novel object recognition test, the C-group rats exhibited a significantly larger discrimination index for novel objects than for familiar objects, but the P-group rats did not. We then compared the hippocampal neuron morphology and transcriptome between the groups. C-group rats exhibited larger dendrite branch numbers in the apical dendrites of pyramidal cells in the cornu ammonis 1 (CA1) region and a larger spine density in the basal dendrites of CA1 neurons than the P-group rats. Using DNA microarray analysis, we identified 621 (P < C) and 96 (P > C) genes that were differentially expressed between the groups. These genes were enriched in functional terms related to dendrite growth and included the Igf2, RhoA, and Rho GEF genes, most of which were upregulated in the C-group. These results suggest that the mastication stimuli during the weaning period can enhance the learning ability of rats by increasing the dendrite branches of hippocampal CA1 neurons and by regulating genes related to dendrite growth.

## Introduction

The differential response of animal brain to orosensory stimuli without any change in nutritional supply is an interesting phenomenon. The enhancing effect of mastication stimuli on memory function has been well studied from the perspective of treating senile dementia because the intensity of mastication stimuli tends to reduce with age (Mendes Fde et al., 2013; Chen et al., 2015; Krishnamoorthy et al., 2018). However, it is also important to investigate this effect in the weaning stage because the brain in this stage is more plastic and sensitive to external stimuli than in the adult stage (Alberini and Travaglia, 2017; Matsumoto et al., 2019; Piancino et al., 2020; Rostami et al., 2021). In addition, animals in the weaning stage undergo significant changes in feeding conditions, from breast milk to a solid diet. This process involves changes not only in nutrition, but in the modality of orosensory stimuli as well. During mastication, orosensory stimuli are received at the nerve endings in the oral epithelia, tooth roots, and muscle spindles, and transmitted to the brain to regulate mastication motion. The main ascending pathway goes through the medulla, pons, and thalamus to the somatosensory cortex; however, well-known neuronal connections to other regions such as the hippocampus, amygdala, and frontal cortex, may also be involved in the enhancing effect of memory function (Corson et al., 2012; Fujita et al., 2017; Scheel et al., 2020). In animal models, many researchers have used a powdered diet in contrast to a chow diet as a control to reduce the mastication stimuli, while nutritional equivalence among the experimental groups needs to be carefully maintained. The treatment time window seemed to be a critical part of the experimental design because the window overlaps with the developmental process of brain function after the weaning stage. Several studies have been conducted on weaning-stage rodents, where 3-week-old mice or rats were fed a powdered or liquid diet for more than 7 weeks (Piancino et al., 2020). Patten et al. (2013) raised 3-week-old mice on a liquid or chow diet for 9 weeks and observed an increase in neuronal proliferation in the hypothalamus and hippocampus of the chow diet group. We previously fed 3-week-old male rats a powdered or chow diet for 8 days and analyzed neuronal morphology and transcriptome in the thalamus (Ogawa et al., 2018). Interestingly, the spine numbers of thalamic neurons were significantly decreased in the chow diet group, accompanied by an upregulation of GABA-related gene expression. This was the first study to report that the reduction of mastication stimuli for less than 2 weeks caused changes in neuronal morphology in the thalamus and provided the molecular basis for understanding how the thalamus responds to short-term changes in mastication stimuli strength. These results suggest that mastication stimuli change the proliferation and morphology of the thalamus and hypothalamus, which may influence other brain regions related to memory function, neuroendocrinologically. In this study, we raised male rats at the weaning stage under the conditions described above, and examined the transcriptome and neuronal morphology in the hippocampus with successful detection of significant changes in gene expression and dendrite morphology.

## Materials and methods

### Animals and breeding method

Three-week-old (postnatal day 21, PD21) male Wistar rats (CLEA Japan, Tokyo, Japan) were administered powdered feed and water *ad libitum* for 2 days for acclimatization (Figure 1A). The rats were then divided into two groups so that the two groups of rats weighed the same, and the two groups were fed powdered feed (powder, P) and solid feed (chow, C), respectively. These feeds were the same as those used in a previous study (Ogawa et al., 2018). Rats were housed under controlled conditions at a temperature of 20–26°C and humidity of 40–60% under a 12/12-h light-dark cycle, with *ad libitum* feed and water intake. The light intensity was set to 100 lx. Cages, bedding, and water supplies were designed to avoid chewing, except during diet consumption (Figure 1B). Each cage was made of two polycarbonate standard cages as previously described (Ogawa et al., 2018). The beddings were made of soft paper chips (Eco-chips, CLEA, Japan). Water was administered using a water-absorbent sponge (KS SE10 car wash sponge, Cellulose; Komeri, Niigata, Japan) in a feeding container (Figure 1B).

**FIGURE 1:**
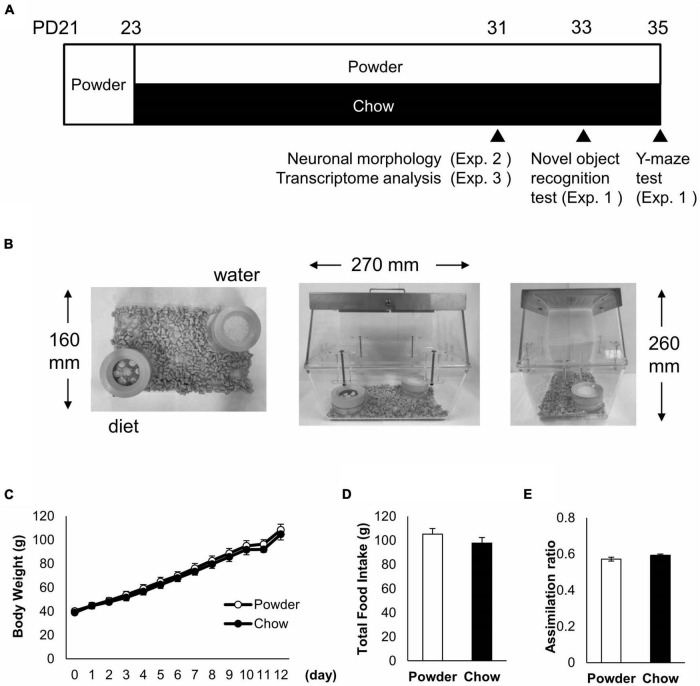
Raising condition and physical parameters of the rats. **(A)** Raising schedule and time points of the behavioral test and tissue sampling. Three-week old (PD21) male rats were acclimatized by feeding a powdered diet and separated into two experimental groups, fed powdered diet (P-group) and chow diet (C-group), respectively. Three independent experiments (Exp. 1 to 3) were conducted for different analyses. **(B)** Raising condition of the rats. Two containers with plastic lids were located symmetrically in the cages made with polycarbonate buckets and metal lids. **(C)** Time course of average body weight in Exp. 1 (*n* = 8 for each group). **(D)** Total food intake from day 2 to 10 in Exp. 1. **(E)** Assimilation ratio from day 2 to 10 in Exp. 1. No significant difference in physical parameters was detected between the experimental groups.

Three experiments were performed. First, a behavioral test (Exp. 1) was performed. There were 16 rats, eight in the powdered feed group and eight in the solid feed group. They were fed for 10 days after 2 days of conditioned feeding, and then subjected to a novel object recognition test. Two days later, rats were subjected to the Y-maze test. In the second experiment (Exp. 2), neuronal morphology analysis of the hippocampus was conducted in five rats fed for 8 days after conditioned feeding. In the third experiment (Exp. 3), to examine the transcriptome analysis of hippocampus, five rats were fed for 8 days after conditioned feeding. A summary of the feeding schedule is shown in Figure 1A.

This experiment was conducted under strict adherence to the regulations on animal experiments defined by the University of Tokyo, and the study protocol was approved by the ethics board of the university (Approval No. P17-087M03).

### Novel object recognition test

On PD31, the cage containing the rat was moved and placed in the test room for 30 min. The rats were then allowed to explore an open field (50 cm square at the bottom and 50 cm in height; Supplementary Figure 1A) without the objects (Supplementary Figure 1B) for 10 min to allow acclimatization to the test field. This process was repeated on PD32.

On PD33 (the day of the test), the rats were acclimated for 30 min in the test room, and were allowed to explore the field for 10 min. While the rats were moved to a cage in the test room for 5 min, two identical objects (familiar objects; Supplementary Figure 1B) were placed in the field. The rats were allowed to explore the field for 5 min during the acquisition phase. Thirty minutes after staying in the cage, the rat was moved again to the field, where one of the objects was replaced with a different object (novel object, Supplementary Figure 1B), and allowed to explore the field for 5 min as the test phase. The light intensity was set to 35 ± 5 lx throughout the entire process.

The animals’ movements during the acquisition and test phases were recorded for 3 min, 1 min after the objects were placed in the field and were analyzed using SMART 3.0 (Bio Research Center Corporation, Nagoya, Japan). The left and right areas were defined by outlines 3 cm distant from the outer edge of the objects (Supplementary Figure 1A), and the time spent in either area was measured. The discrimination index was calculated using the following formula: (time spent in the area of a novel object – time spent in the area of a familiar object)/time spent in both areas.

### Y-maze test

On PD35, the rats acclimated to the test room were allowed to stay in that room for 30 min and were allowed to explore the Y-maze field for 8 min. Each arm of the maze was 15 × 50 cm at the bottom and 30 cm in height.

Traces of the arm entries were recorded for 5 min after a rat was placed in the maze. One entry was defined as an entry of both hind legs to an arm. The alternation ratio was calculated using the following formula: number of alternations/(total number of arm entries – 2). One alternation was defined as an entry into an arm that was different from the previous two entries.

### Neuronal morphology analysis

To analyze neuronal morphology, Golgi-Cox staining was performed using the SuperGolgi Kit (Bioenno Lifesciences, CA, USA), according to the manufacturer’s protocol. The rats were perfused with 0.9% saline under isoflurane anesthesia (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan). After perfusion, the brains were removed and blocks containing the hippocampus (1 cm × 2 cm × 1 cm) were immersed in Solution A (Bioenno Lifesciences) and shaken for a day. The solutions were then discarded, and fresh Solution A was added in the same manner. After 9 days, the blocks were washed with distilled water and immersed in Solution B (Bioenno Life Sciences) for a day, and then in B-prepared post-impregnation buffer (Bioenno Life Sciences) for another day.

The blocks were sliced to a thickness of 150 μm using a Vibratome VT1000S system (Leica Biosystems, Wetzlar, Germany). Slices were dried on glass slides, and were subsequently immersed in phosphate-buffered saline with Tween (PBS-T), in Solution C (Bioenno Lifesciences), and in Solution D (Bioenno Lifesciences) for 20 min, respectively. After washing with PBS-T, the air-dried slices were dehydrated with 100% ethanol (Kanto Chemical, Tokyo, Japan) and permeabilized with xylene (Kanto Chemical). Slices enclosed in Entellan New (FUJIFILM Wako Pure Chemical Corporation) were analyzed.

Images of stained sections of the hippocampal cornu ammonis 1 (CA1) region, between bregma −3.80 and −4.52 mm, were captured using an LSM 700 ZEN microscope (Carl Zeiss) while shifting the focal surface by 0.3 μm. Captured images were reconstructed using Neurolucida 11.0 (MBF Bioscience, Williston, VT, USA) by tracing dendrites and spines with lines. Five cell-bodies for each rat (a total of 25 neurons from five rats in one experimental group) were analyzed as to their dendritic morphology. The length, number of branches, and spine density of the entire dendrite derived from a single cell-body were calculated. As there were some branches of dendrites that could not be traced, sample numbers were *n* = 15–25 for each calculation.

### Transcriptome analysis

The hippocampal RNA was extracted and transcriptome analysis was conducted, previously described (Ogawa et al., 2018). Briefly, total RNA was extracted and purified using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) and an RNeasy Mini Kit (Qiagen, Hilden, Germany). The Affymetrix GeneChip Rat Genome 230 2.0 Array (Thermo Fisher Scientific) was used to obtain the CEL file as raw data. The statistical software R Version 2.7.2 was used to normalize the raw data and perform a hierarchical clustering analysis. Normalization was performed using the factor analysis method for robust microarray summarization, quantile (qFARMS). Two groups were compared using the rank products method using the same software, and probe sets with a false discovery rate (FDR) of < 0.05 were extracted as differentially expressed genes (DEGs). Using the DEGs uploaded to the analytical software, Ingenuity Pathway Analysis (Qiagen), canonical pathways with *p*-value < 0.05 and | Z-score| > 1.5 were extracted as significantly enriched. The CEL files and normalized data were deposited to Gene Expression Omnibus (GSE210292).

### Statistical analysis

The results were shown as the means ± SEMs. One rat in P-group was excluded due to its slow growth rate. No outlier exclusion was applied to the analyses. The paired *t*-test (*p* < 0.05) was used for the novel object recognition test. Other data were analyzed using the Student’s *t*-test (*p* < 0.05).

## Results

### Raising condition of young rats

Three-week old (PD21) male rats were acclimated by feeding a powdered diet for 2 days and maintained under the following experimental conditions: powdered diet (P-group) or chow diet (C-group) for 8 days (Figure 1A). We chose male rats to maintain the consistency with the previous study (Ogawa et al., 2018) and to avoid data perturbation caused by female menstrual cycle in the follow up study that we planned. To reduce spontaneous mastication without diet consumption, the diet containers were covered with plastic lids, and each cage was made of two polycarbonate buckets (Figure 1B). Rats exhibited no difference between the P and C-groups in terms of body weight gain, total food intake, or assimilation quotient (as the ratio of body weight gain to total food intake) (Figures 1C–E). This indicated that the P-condition did not cause a drastic change in the growth of the rats compared with the C-condition.

### Effect of mastication on animal behavior

We then examined the learning ability of the animals using a novel object recognition test and Y-maze test. In the novel object recognition test, a novel object was presented to the rats 30 min after learning with two familiar objects (Supplementary Figures 1A,B), and the animals’ ability to memorize objects was evaluated using a discrimination index calculated as the difference in retention time within the area of interest and total retention time near the objects. As a result, C-group rats exhibited a higher discrimination index for a novel object than a familiar object [*t* (7) = 4.6908, *p* = 0.0022 on paired *t*-test], while the P-group rats spent an equal time ratio searching for both of the objects [*t* (6) = 2.2806, *p* = 0.0627] (Figures 2A,B). In the Y-maze test, the C-group rats showed a significantly larger alternation ratio than the P-group rats [*t* (14) = 2.2938, *p* = 0.0378 on Student’s *t*-test], while no between-group difference was observed in total arm entries [*t* (14) = 0.6706, *p* = 0.5134] (Figures 2C,D). These results indicated that the C-group rats were able to store both object memory and working memory more efficiently than the P-group rats.

**FIGURE 2:**
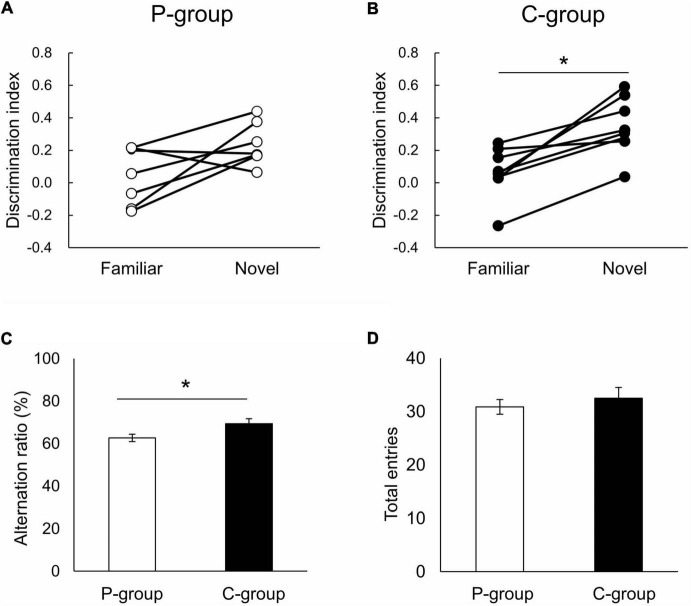
Effect of mastication on learning ability. **(A,B)** Result of the novel object recognition test. Significant difference in discrimination index was detected in the C-group between familiar and novel objects (^⋆^ *p* < 0.05 by paired *t*-test). P-group, *t* (6) = 2.2806, *p* = 0.0627; C-group, *t* (7) = 4.6908, *p* = 0.0022. **(C,D)** Result of the Y-maze test. C-group rats exhibited significantly larger alternation ratio than P-group rats [^⋆^ *p* < 0.05 by *t*-test, *t* (14) = 2.2938, *p* = 0.0378]. No between-group difference was observed in total arm entries [*t* (14) = 0.6706, *p* = 0.5134]. Sample numbers were *n* = 7 for the P-group (one rat excluded because of slow growth), and *n* = 8 for the C-group.

### Effect of mastication on the morphology of hippocampal neurons

We then speculated that these behavioral phenotypes would correlate with some physiological changes in a brain region involved in memory function, the hippocampus. Brain sections were prepared from the rats raised in the same way as for the behavioral tests (Figure 1A) and subjected to Golgi-Cox staining to evaluate dendrite morphology. We focused on CA1 region of the hippocampus as it is involved in spatial memory processing (Tsien et al., 1996). The apical and basal dendrites of CA1 pyramidal cells were analyzed in terms of both branch number per dendrite and spine number per branch, using a deconvolution software (Supplementary Figure 2). The basal dendrites could be traced up to the sixth branches within the stratum oriens layer, and the apical dendrites could be traced to the sixth branches within the stratum radiatum layer. In the apical dendrites, the length of the second and third branches were significantly longer in the P-group [the second branch, *t* (41) = 2.0526, *p* = 0.0465; the third branch, *t* (41) = 2.8105, *p* = 0.0075 on Student’s *t*-test], while the numbers of the fourth and fifth branches were significantly larger in the C-group [the fourth branch, *t* (42) = 2.7232, *p* = 0.0094; the fifth branch, *t* (39) = 2.3540, *p* = 0.0237] (Figures 3A–D). However, there was no difference in the spine number per 10 μm branch length (spine density) (Figures 3E,F). In the basal dendrites, the length of the first branch was significantly longer in the C-group [*t* (48) = 2.2613, *p* = 0.0283] (Figure 4A). In addition, the C-group exhibited a significantly larger spine density in the first and in the third branches [the first branch, *t* (48) = 2.6018, *p* = 0.0123; the third branch, *t* (48) = 2.4425, *p* = 0.0183] (Figure 4E).

**FIGURE 3:**
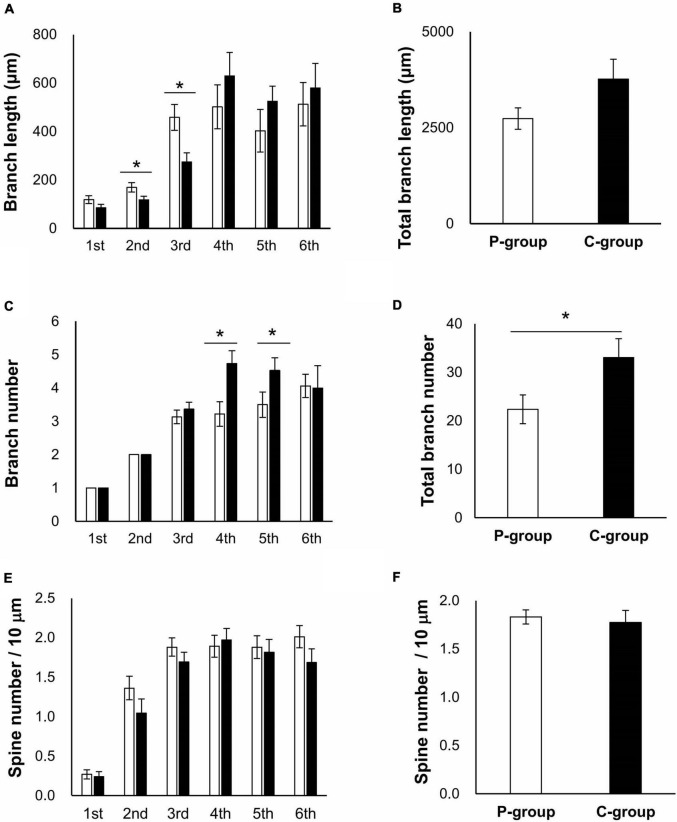
Effect of mastication stimuli on the apical dendrites of CA1 pyramidal cell. **(A)** Branch length of dendrites. Branch numbering is illustrated in Supplementary Figure 2. *: significant differences detected by Student *t*-test [*t* (41) = 2.0526 and *p* = 0.0465 for the second branch, and *t* (41) = 2.8105 and *p* = 0.0075 for the third branch]. **(B)** Total branch length of dendrites. **(C)** Branch number of dendrites. *: significant differences detected by Student *t*-test [*t* (42) = 2.7232 and *p* = 0.0094 for the fourth branch and *t* (39) = 2.3540 and *p* = 0.0237 for the fifth branch]. **(D)** Total branch number of dendrites. *: significant differences detected by Student *t*-test [*t* (42) = 2.2189 and *p* = 0.0319]. **(E)** Spine number per branch length. **(F)** Total branch density per dendrite length. 

: *P*-group, 

: C-group. Sample numbers were *n* = 15–23 for each calculation.

**FIGURE 4:**
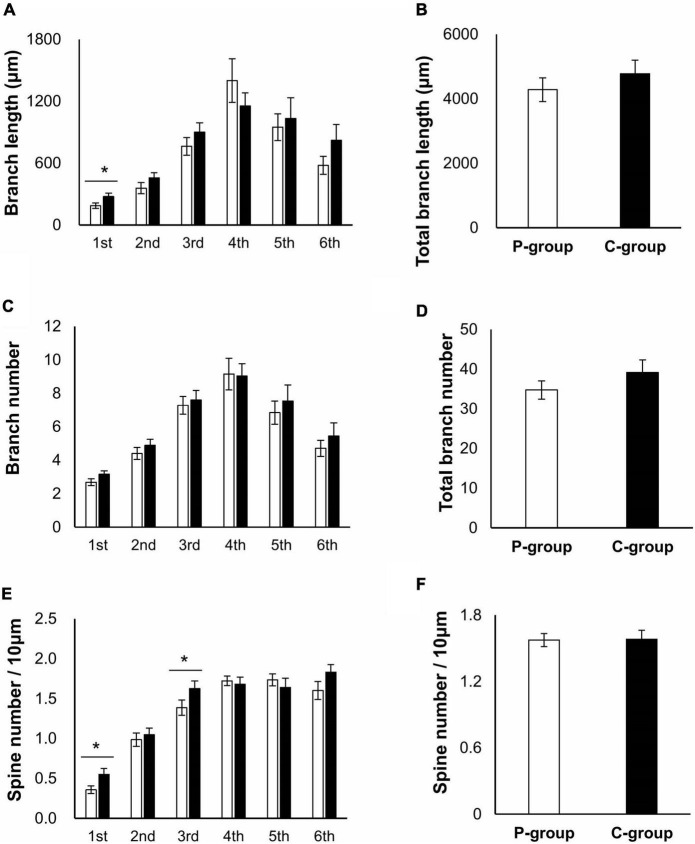
Effect of mastication stimuli on the basal dendrites of CA1 pyramidal cell. **(A)** Branch length of dendrites. Branch numbering is illustrated in Supplementary Figure 2. *: significant differences detected by Student *t*-test [*t* (48) = 2.2613 and *p* = 0.0283 for the first branch]. **(B)** Total branch length of dendrites. **(C)** Branch number of dendrites. **(D)** Total branch number of dendrites. **(E)** Spine number per branch length. *: significant differences detected by Student *t*-test [*t* (48) = 2.6018 and *p* = 0.0123 for the first branch and *t* (48) = 2.4425 and *p* = 0.0183 for the third branch]. **(F)** Total branch density per dendrite length. 

: P-group, 

: C-group. Sample numbers were *n* = 17–25 for each calculation.

### Regulation of hippocampal transcriptome by mastication

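The mRNA of the hippocampus, the brain region on which spatial and recognition memory depend, was measured on Affymetrix rat genome arrays in 5 rats of the C-group, fed chow, and 5 rats of the P-group, fed the powdered diet. The male Wistar rats had taken powdered feed for 2 days from postnatal day 21 and then the experimental diet for 8 days, until postnatal day 31. The hippocampi were dissected manually, and biotin-labeled cRNA was made from 100 ng of total RNA for each array. The authors normalized and summarized the arrays with qFARMS in R 2.7.2, which fits a factor model to the probes of each probe set and gives log2 expression values. These deposited values were used here for 31099 probe sets on each of the 10 arrays. The 57 control probe sets were left out. Of the remaining 31042 probe sets, 20826 carried exactly 1 gene symbol, for 14217 genes, 436 carried several symbols and were not named, and 9780 had no symbol in the annotation used. The factor model leaves almost no variation in a probe set whose probes share no variation over the arrays. This held for bright probe sets too, such as that of Calm2, at 12.88 in each group. Accordingly, 90.6% of the probe sets had a standard deviation (SD) of 0.01 or less over the 10 rats, with a median of 0.00021, whereas the other 2904 probe sets had a median SD of 0.219 and held 1789 of the 14217 genes. Genes are described as called by rank products, the method the paper used, when the false discovery rate (FDR) was under 0.05. In this method, the 25 differences between a C-group and a P-group rat are ranked over all probe sets, and the FDR was estimated here from 100 permutations within arrays. Rank products compares the sizes of differences and does not divide them by the spread of each probe set. Most differences of single genes are therefore also given with the standard error from limma, which weighs it against the spread between the 5 rats of a group. The number of arrays limits the precision of every value.

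**Figure D1:**
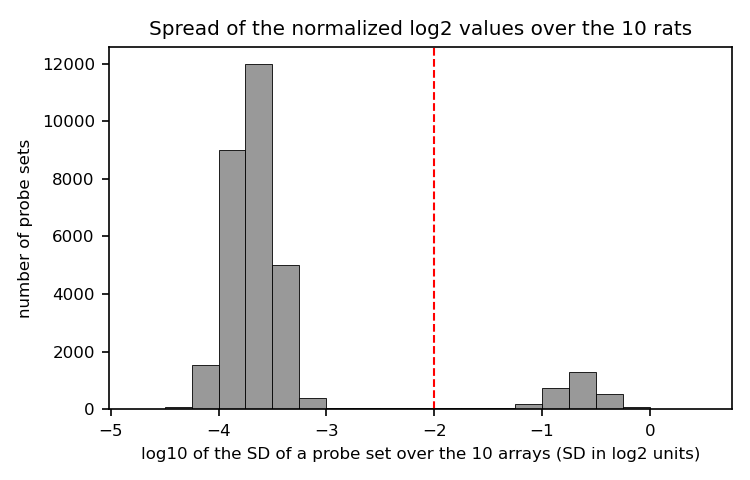
Histogram of the SD of each of the 31042 probe sets over the 10 rats. The horizontal axis is the log10 of the SD in log2 units, the vertical axis is the number of probe sets, and the dashed red line marks an SD of 0.01. The 2904 probe sets to the right of the line form a separate peak.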

We then investigated the molecular mechanisms underlying the differences in dendrite morphology between the groups. DNA microarray analysis of hippocampal tissue detected 621 genes upregulated and 96 genes downregulated in the C-group (GSE210292), whereas no overall separation of transcriptomes was observed in the cluster analysis (Figure 5). 

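The genes with the largest differences among those called higher in the C-group were mainly genes of the choroid plexus, the epithelium that secretes cerebrospinal fluid. Ttr, which encodes the transport protein transthyretin, had a log2 value of 12.03 ± 2.15 (SD, n = 5 rats) in the C-group and 10.69 ± 2.58 (SD, n = 5) in the P-group, a difference of 1.34 with a standard error of 1.46. Sostdc1 differed by 1.00 (standard error 1.00), Mfrp by 0.90 (standard error 0.85) and Folr1, which encodes a folate receptor, by 0.71 (standard error 0.67). Cltrn, F5, Slco1a5, Prlr and Cldn2, the last of which encodes a tight junction protein, differed by 0.82, 0.79, 0.69, 0.63 and 0.62 log2 units, with standard errors of 0.82, 0.81, 0.68, 0.60 and 0.59. Of 30 measured genes of a list of choroid plexus markers, 22 were called higher in the C-group, none was called lower and 8 were not called (adjusted p = 1.80e-12 by Fisher's exact test among the 1789 genes with a variable probe set). Their mean difference was 0.39 log2 units (adjusted p = 0.00116 from camera, the gene set test of limma, and adjusted p = 0.943 with an estimated correlation between genes). That correlation was estimated at 0.77, so the markers varied largely together over the 10 rats. Fisher's test and camera with its low preset correlation take them as nearly independent and overstate the evidence. Between rats, the mean of the 24 variable markers gave p = 0.341 (exact permutation test, two-sided). These genes were high in rats of both groups, with Ttr at 13.59, 13.49, 13.60, 13.58 and 12.99 in C1, C2, C5, P3 and P5 and from 7.40 to 10.35 in the other 5 rats. Without C1, Sostdc1, Mfrp, Cltrn, F5, Folr1, Slco1a5, Prlr and Cldn2 differed by 0.61, 0.53, 0.44, 0.48, 0.34, 0.38, 0.32 and 0.33. Ttr differed by 0.52 without P1, 2.07 without C4 and 2.06 without P3, and F5 by 0.45 without C2, 0.52 without P1 and 1.24 without C4. Without P3, Sostdc1, Mfrp, Cltrn, Slco1a5 and Prlr differed by 1.55, 1.37, 1.29, 1.07 and 0.95, and without C4, Cltrn, Folr1 and Slco1a5 by 1.24, 1.07 and 1.05. Without C1, Folr1, Slco1a5 and Prlr were not called (FDR 0.0506, 0.0536 and 0.0543). Lysmd4, also among the leading genes, differed by 0.73 (standard error 0.34).
Among the genes called lower in the C-group, the leading ones included Pde6g, Pdc, Gngt1, Gnb3 and Aipl1, known from phototransduction in photoreceptors and pineal cells. Their differences were -0.78, -0.69, -0.61, -0.55 and -0.46 log2 units, with standard errors of 0.76, 0.61, 0.57, 0.49 and 0.46. Pde6g was 10.87 in rat P2 and 6.99 on average in the other 4 rats of the P-group. Mpp4 (-0.72, standard error 0.63) and Cplx3 (-0.47, standard error 0.57) were also highest in P2. Without P2, Pde6g, Pdc, Gngt1, Gnb3 and Aipl1 differed by -0.0072, -0.06, -0.02, -0.05 and -0.0058, Mpp4 by -0.07 and Cplx3 by 0.06. Emc10 (-0.66, standard error 0.55) and Ppp3ca, a catalytic subunit of calcineurin (-0.54, standard error 0.53), were low in C1 alone, at 6.65 and 10.22 against means of 9.43 and 12.93 in the other 4 rats of the C-group, and without C1 they differed by -0.11 and -0.00315. Pxmp4 differed by -0.56 (standard error 0.48), with its lowest value in C3, and by -0.14 without C3 and -0.84 without C4, and Cplx3 by -0.72 without P5. Pdc, Mpp4, Pde6g, Gnb3, Gngt1, Aipl1 and Cplx3 lost their call without P2 (FDR 0.128, 0.384, 0.697, 0.314, 0.716, 0.655 and 0.749), Emc10 without C1 (0.0787) or P4, Pxmp4 without P4 (0.0588), Ppp3ca without C1 (0.698), C2 or any rat of the P-group, and further Pde6g without P5, Gnb3 without P1 or P4, Gngt1 without C4, P4 or P5, Aipl1 without C5 or any rat of the P-group, and Cplx3 without C1, C3 or any rat of the P-group.
In total, 617 probe sets were called higher and 119 lower in the C-group, with Htr2c called both ways by the same probe set, and these named 356 genes as higher and 82 as lower. The median difference was 0.23 log2 units for the probe sets called higher and -0.28 for those called lower, and all 735 were among the 2904 variable probe sets. C1 had the highest value of the 10 rats in 457 of the probe sets called higher alone (74.2%) and the lowest in 67 of those called lower alone (56.8%). No probe set passed limma at an adjusted p under 0.05 (lowest adjusted p = 0.927). At an unadjusted p under 0.05 there were 915 of 31042 probe sets with limma (2.95%), a smaller share than this threshold passes by chance. Of the 735 called probe sets, 33 were among them. The count was 50 with median-centred arrays and 1787 with quantile normalization. Without C1, rank products called 63 probe sets higher and 168 lower, and 106 and 112 without C2. Higher calls numbered 224 without C4 and 338 without P5, and lower calls 230 without C3, 187 without C5 and 78, 18, 49, 10 and 15 without P1 to P5.

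**Figure D2:**
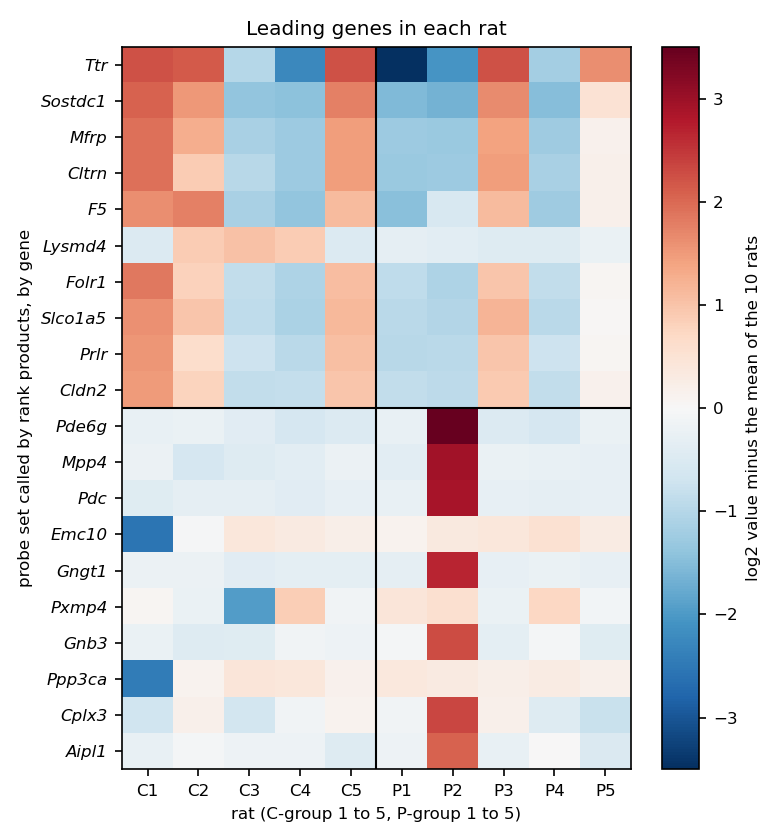
Log2 values of the 10 genes with the largest differences in each direction, each row centred on the mean of the 10 rats. Columns are the rats of the C-group (C1 to C5) and of the P-group (P1 to P5), red is above and blue below the mean, and the horizontal line parts the genes called higher in the C-group from those called lower. Ttr and 8 of the other genes above the line are red in C1, C2, C5 and P3, Lysmd4 is red in C2, C3 and C4, and most genes below the line are red in P2.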

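Some genes of calcium entry, calcium release and calcium pumping were among those called higher in the C-group. On lists that do not depend on the paper's calls, 3 of 22 variable genes of calcium pumps, channels and calcium-dependent enzymes were called higher (adjusted p = 0.972 by Fisher's exact test) and 3 of 7 variable ionotropic glutamate receptor subunits (adjusted p = 0.459), against 356 of all 1789 variable genes. The N-methyl-D-aspartate receptor subunits Grin1 and Grin2a differed by 0.15 and 0.30 log2 units (standard errors 0.10 and 0.25), and the AMPA receptor subunit Gria3 by 0.22 (standard error 0.19). Ryr2, the calcium release channel of the endoplasmic reticulum, differed by 0.22 (standard error 0.20), and the calcium pumps Atp2a2 and Atp2b2 by 0.18 and 0.21 (standard errors 0.11 and 0.19). Chrna5, a nicotinic acetylcholine receptor subunit, was 6.97 ± 0.24 (SD, n = 5 rats) in the C-group and 6.62 ± 0.35 (SD, n = 5) in the P-group, a difference of 0.34 (standard error 0.18) with an FDR of 0.00565. Crebbp, a transcriptional coactivator, and Ywhab, a 14-3-3 protein, differed by 0.27 and 0.26 (standard errors 0.17 and 0.17), and Pla2g5, a phospholipase, by 0.27 (standard error 0.52). Pla2g5 was 8.03, 7.52 and 7.46 in C1, C5 and P3, the rats with the highest choroid plexus marker means, and 7.49 in P2, and it differed by 0.00021 without C1 and by 0.46 without P2. Socs7, an inhibitor of cytokine signaling, was called lower, with a difference of -0.23 (standard error 0.16). With the replicate block, Pla2g5 (FDR 0.0526) and Socs7 (FDR 0.0831) were not called. For Crebbp, Ywhab, Atp2a2, Atp2b2, Grin1, Grin2a, Gria3 and Ryr2, the called probe set was not the one with the highest mean, and the highest-mean probe set was not called. The plasma membrane pump Atp2b1 differed by -0.18 (standard error 0.27) and was not called by any of its 3 probe sets, and without C1 it differed by 0.09. Atp2b4 and the calcium channel gene Cacna1d had no variable probe set.
Of the 28 genes that the paper assigns to enriched pathways in Table 1, 27 had a probe set named here, and 19 were called higher and 4 lower in the direction of that table. In the calcium signaling list, 10 of 13 measured genes were called higher, 1 lower and 2 not called. In the phospholipase C list, 8 of 11 were called higher and 3 lower, and in the ERK5 list all 4 were called higher. Of the cholecystokinin/gastrin genes, 5 of 6 were called higher, of the cardiac hypertrophy genes 6 of 10 higher and 2 lower. Of the prolactin genes, 4 of 5 were called higher and 1 lower. Among those called higher, Kl, in both the cardiac hypertrophy and prolactin lists, and Prlr are also choroid plexus markers. The paper took these lists from the calls on the same 10 arrays, so their counts are not independent evidence of a direction. No gene of them passed limma, adjusted over all probe sets or adjusted over the list alone. At the probe set with the highest mean, which did not vary for Grin1, Grin2a, Ryr2, Crebbp, Mef2a, Atp2a2, Atp2b2, Atp2b4 and Ppp3ca, the mean difference of the calcium signaling list was 0.01 log2 units (adjusted p = 0.868 from camera), so this value says little on these genes. It was 0.12 (adjusted p = 0.0786) with the most variable probe set of each gene, chosen after the data were examined, 0.06 (adjusted p = 0.000758) without C1 and -0.01 without the dimmer probe sets, and the adjusted p ran from 0.000758 to 0.953 over all alternatives. Without C1, Atp2a2, Atp2b2, Ryr2, Crebbp, Ywhab and Socs7 differed by 0.10, 0.13, 0.13, 0.17, 0.17 and -0.07, and of the 23 called genes Chrna5 and Gnb3 were called, and without P2 Grin1 differed by 0.08. Without P5, Chrna5, Atp2b2 and Ryr2 differed by 0.19, 0.12 and 0.11, without P4, Grin2a, Ywhab and Pla2g5 by 0.14, 0.17 and 0.09, and without P1, Grin2a, Gria3, Atp2b2 and Pla2g5 by 0.48, 0.36, 0.34 and 0.07. Pla2g5 also differed by 0.47, 0.53, 0.13 and 0.45 without C3, C4, C5 and P3, Gria3 and Ryr2 by 0.34 and 0.35 without C5, and Grin1 by 0.22 without P3. Of the 10 sets with 1 rat left out, Chrna5 kept its call in all but that without C4 (FDR 0.0583) and Grin2a in all but that without C1 (FDR 0.0503), and Crebbp and Ywhab lost it without C1 or C2 (FDR up to 0.0691 and 0.0672). Pla2g5 lost it without C1, C2, C5 or P4 (FDR up to 0.15), Gria3 without C1, C2, C3, C4 or P5 (up to 0.089), Atp2b2 without C1, C2, C4, P4 or P5 (up to 0.101), Ryr2 without C1, C2, C3, C4, P4 or P5 (up to 0.106), Grin1 without any rat of the C-group, P2 or P5 (up to 0.107), Atp2a2 without C1, C2, C4, C5, P2, P4 or P5 (up to 0.162) and Socs7 in all sets but those without C3 or C5 (up to 0.22).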

Ingenuity Pathway Analysis revealed that some DEGs were significantly enriched in terms related to cellular signaling, such as calcium signaling, phospholipase C signaling, and ERK5 signaling (Table 1). We also surveyed all DEGs according to their roles in dendrite growth. As a result, 12 genes appeared to be involved in the cellular signaling related to dendrite growth (Table 2). 

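Kl, which encodes the membrane protein klotho, showed the largest difference of the genes of Table 2 called by rank products, and the transcription factor genes Mef2a and Mef2c and the Src family kinase gene Fyn were also called higher in the C-group. Kl was 6.63 ± 0.81 (SD, n = 5 rats) in the C-group and 6.13 ± 0.61 (SD, n = 5) in the P-group, a difference of 0.50 log2 units (standard error 0.44, FDR 0.00261). Mef2c was 8.80 ± 0.31 and 8.54 ± 0.46, with a difference of 0.27 (standard error 0.24, FDR 0.0152) at the called probe set and of 0.05 (standard error 0.16) at its brighter, uncalled one, and the called probe set differed by 0.16 without C2 and without P4 and 0.12 without P5. Fyn was 8.79 ± 0.29 and 8.59 ± 0.11 (difference 0.19, standard error 0.13, FDR 0.0469). Mef2a was 8.62 ± 0.11 and 8.48 ± 0.05 (difference 0.13, standard error 0.05, FDR 0.0312). For Fyn and Mef2a the probe set with the highest mean was not called. Mapk8, a c-Jun N-terminal kinase gene, was 9.21 ± 0.38 and 9.32 ± 0.09, a difference of -0.11 (standard error 0.17), and none of its 4 probe sets was called. The difference of Mapk8 was 0.06 without C1.
Of the 11 genes measured, 9 were called higher and 1 lower, and Mapk8 was not called. The groups overlapped in every one of these genes, and none passed limma. Kl and Igf2 are also members of the choroid plexus marker list, and Kl was highest in the rats with the highest Ttr, at 7.61 in C1, 7.18 in C5 and 7.13 in P3. Without C1, Kl and Fyn differed by 0.26 and 0.10, none of the 10 called genes was called, and without C2, Epha4 and Kl were. Kl lost its call without C1 only (FDR 0.0508), Fyn without C1, C2, C4, P3 or P5 (FDR up to 0.251), Mef2a without C1, C2, C3, C4 or P5 (up to 0.0941) and Mef2c without C1, C2, C4, P4 or P5 (up to 0.0989).

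**Figure D3:**
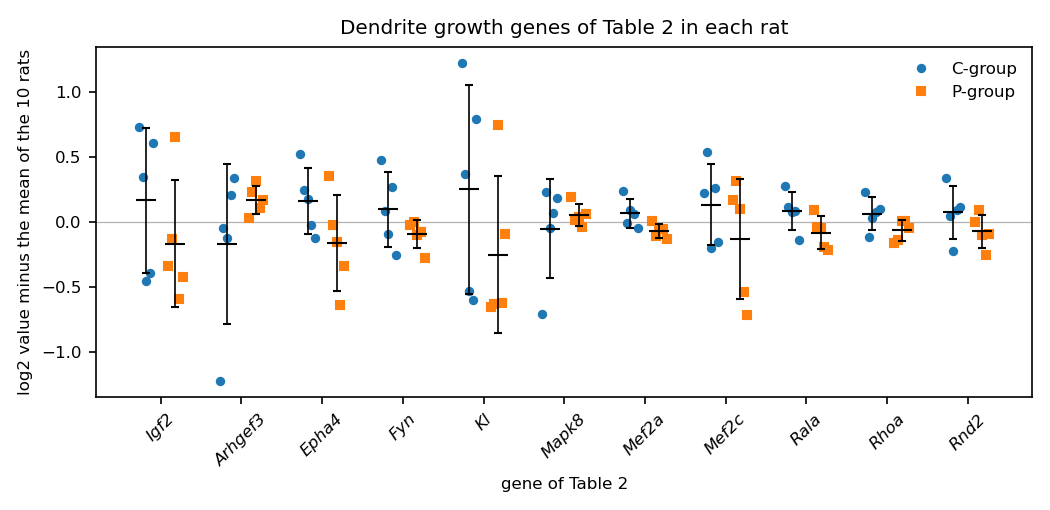
Log2 values of the 11 measured genes of Table 2 in each rat, relative to the mean of the 10 rats, at the called probe set (for Mapk8, the probe set with the highest mean). Blue circles are rats of the C-group and orange squares rats of the P-group, from replicate 1 on the left to 5 on the right, and black bars are the group mean and SD. The values of the groups overlap for every gene, and C1 is the lowest value for Arhgef3 and Mapk8.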

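Of the 10 dendrite growth genes called by rank products, Igf2, Epha4, Fyn, Kl, Rala and Rnd2, which the paper takes to promote dendrite growth, were called higher, and Arhgef3, which it takes to restrain growth, was called lower in the C-group. These 7 genes thus lay in the direction that Table 2 counts as positive. The other 3, Mef2a, Mef2c and Rhoa, were called higher and are restrainers of growth in that table. The mean difference of the 11 measured genes was 0.07 log2 units (adjusted p = 0.603 from camera) at the probe set with the highest mean of each gene. With the most variable probe set of each gene, a choice made after the data were examined, it was 0.15 (adjusted p = 0.0786). Without C1 it was 0.07 (adjusted p = 0.0416), and over all alternatives the adjusted p ran from 0.0416 to 0.943. The genes were chosen by the paper from the calls on these arrays, so the list is not independent evidence of its direction.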

The overall regulation of these genes was predicted to have a positive effect on dendrite growth in the C-group (9 genes out of 12, Table 2). In particular, Igf2 and Epha4 were identified as the outer cellular signals that can regulate the inner cellular components, such as guanine nucleotide exchange factors (Gef3 and 9) and small G-proteins (Rala, RhoA, and Rnd2). 

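The growth factor gene Igf2 and the receptor gene Epha4 were called higher in the C-group, as were the small G-protein genes Rala, Rhoa and Rnd2, and the exchange factor gene Arhgef3 was called lower. Igf2 was 10.08 ± 0.56 (SD, n = 5 rats) in the C-group and 9.75 ± 0.49 (SD, n = 5) in the P-group, a difference of 0.33 log2 units (standard error 0.32, FDR 0.0175). Epha4 was 8.63 ± 0.25 and 8.31 ± 0.37, a difference of 0.32 (standard error 0.19, FDR 0.00896). Rala differed by 0.16 (standard error 0.08, FDR 0.0465), Rnd2 by 0.15 (standard error 0.10, FDR 0.0373) and Rhoa by 0.13 (standard error 0.06, FDR 0.0321). For Rhoa, 4 of 5 rats of the C-group lay above the highest rat of the P-group, and its probe set with the highest mean did not vary and was not called. Arhgef3 was 8.58 ± 0.62 and 8.92 ± 0.11, a difference of -0.34 (standard error 0.27, FDR 0.042). C1 alone was at 7.53, and without it the difference was -0.08, while Igf2 and Rnd2 differed by 0.19 and 0.08. Epha4 differed by 0.20 without P4, Igf2 by 0.54 without P3 and Rnd2 by 0.22 without C3. Rhoa lost its call without any 1 rat of the C-group (FDR up to 0.098), Rala without C1, C2, C3, C4, P4 or P5 (up to 0.135), Rnd2 without C1, C2, C4, C5, P3, P4 or P5 (up to 0.137) and with the replicate block (0.117), and Arhgef3 in all sets but those without C4 or C5 (up to 0.215). Epha4 lost it without C1 (0.0543), and Igf2 without C1, C2, C5 or P4 (up to 0.114).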

Taken together, these DEGs in hippocampal neurons could be the cause of the differences in dendrite morphology.

**FIGURE 5:**
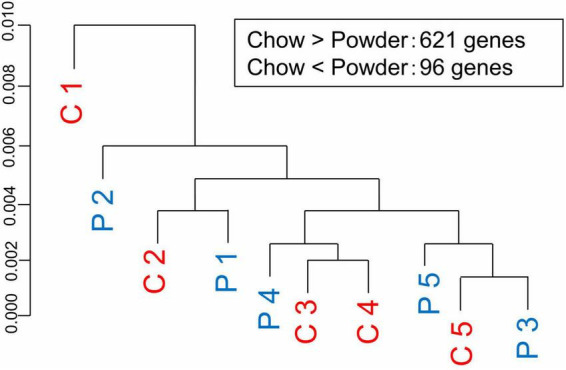
Transcriptome analysis of the hippocampus. Hippocampal regions were manually dissected and subjected to transcriptome analysis using Rat Genome 230 2.0 Array chip. C-group (C 1 to 5) and P-group (P 1 to 5) did not show clear segregation in terms of overall gene expression (cluster dendrogram). Numbers of differentially expressed genes were indicated as an inset.

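The closest arrays were of different groups, rat C5 of the chow diet and rat P3 of the powdered diet, with a Pearson correlation of 0.9996 over all probe sets. C2 likewise joined P1, and P4 joined C3 and C4. C1 was the most distant array and joined the other 9 last, at a distance of 0.00963 (1 minus Pearson's correlation, average linkage), after P2 at 0.00435. The mean distance between rats of different groups was 0.00424 and that between rats of the same group was 0.00432 (exact permutation test over all 252 splits of the 10 arrays, one-sided, p = 0.429). The difference of -7.31e-05 turned above 0 without C2, C3, C4 or C5, at most to 0.000499 without C3, so its direction depends on single arrays. Complete linkage gave the tree of average linkage, whereas with single linkage C2 and P1 joined the others one after the other and P5 joined C3, C4 and P4.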

**TABLE 1:** Enrichment analysis of differentially expressed genes.

Canonical pathways	−log(*p*-value)	z-score	Regulation	Enriched genes
Calcium signaling	4.45	1.9	P < C	Grin1, Grin2a, Atp2b1, Ryr2, Crebbp, Mef2a, Atp2a2, Atp2b2, Mef2c, Chrna5, Atp2b4, Gria3
			P > C	Chrna5, Ppp3ca
Phospholipase C signaling	2.20	1.51	P < C	Rnd2, Fyn, Rala, RhoA, Pla2g5, Crebbp, Mef2a, Mef2c, Arhgef9
			P > C	Gnb3, Arhgef3, Ppp3ca
Cholecystokinin/gastrin-mediated signaling	1.65	2.45	P < C	Rnd2, RhoA, Mef2a, Mapk8, Epha4, Mef2c
Cardiac hypertrophy signaling	1.49	1.67	P < C	Rnd2, Cacna1d, Kl, RhoA, Crebbp, Mef2a, Mapk8, Mef2c
			P > C	Gnb3, Ppp3ca
Prolactin signaling	1.47	2.00	P < C	Fyn, Kl, Crebbp, Prlr
			P > C	Socs7
ERK5 signaling	1.32	2.00	P < C	Ywhab, Crebbp, Mef2a, Mef2c

Significant enrichment of the terms belonging to canonical pathways of the Ingenuity Pathway Analysis (*p* < 0.05, | Z-score| > 1.5) are listed.

**TABLE 2:** Genes associated with dendrite growth.

Gene name	Dendrite growth regulation	References	FDR	Gene regulation	Predicted effect on dendrite
Insulin-like growth factor (IGF) 2	Up	Schmeisser et al., 2012	1.73E-02	C > P	C-group up
Rho guanine nucleotide exchange factor (GEF) 3 (Arhgef3)	Down	Liao et al., 2021	3.92E-02	C < P	C-group up
Ccd42 guanine nucleotide exchange factor (GEF) 9 (Arhgef9)	Up	de Groot et al., 2017	3.24E-02	C > P	C-group up
Eph receptor A4 (Epha4)	Up	Galimberti et al., 2010; Willi et al., 2012	7.94E-03	C > P	C-group up
FYN proto-oncogene, Src family tyrosine kinase (Fyn)	Up	Babus et al., 2011	4.59E-02	C > P	C-group up
Klotho (Kl)	Up	Vo et al., 2019	2.87E-03	C > P	C-group up
Mitogen-activated protein kinase 8 (Mapk8)	Up	Komulainen et al., 2020	2.89E-02	C > P	C-group up
Myocyte enhancer factor 2a (Mef2a)	Down	Akhtar et al., 2012	3.03E-02	C > P	C-group down
Myocyte enhancer factor 2c (Mef2c)	Down	Akhtar et al., 2012	1.40E-02	C > P	C-group down
v-Ral simian leukemia viral oncogene homolog A, ras related (Rala)	Up	Nakamura et al., 2013	4.56E-02	C > P	C-group up
Ras homolog family member A (RhoA)	Down	Liao et al., 2021	3.12E-02	C > P	C-group down
Rho family GTPase 2 (Rnd2)	Up	Gladwyn-Ng et al., 2016	3.58E-02	C > P	C-group up

## Discussion

It has been shown that hippocampus-dependent memory function matures at the weaning stage in rat. Before weaning, pups are unable to store contextual memory, and adult-like directional and spatial learning begins to appear more than 26 days after birth (Tan et al., 2017; Travaglia et al., 2018). In our study, rats were fed an experimental diet from 23 to 31 days after birth, exactly overlapping the adult-like memory development process. Pups store this kind of memory depending on the sensory stimuli caused by their interaction with the environment, and the reduction of these stimuli, for example, by social isolation, has been shown to impair memory function (Võikar et al., 2005). The question arises as to why mastication stimuli, which is not directly involved in body movement or recognition of circumstances, can enhance memory function. Based on the hypothesis that there can be a neuronal interaction between mastication stimuli and memory processing within the brain, we previously examined the morphology and transcriptome of thalamic neurons because the thalamus is the intersection of sensory stimuli (Ogawa et al., 2018). We found that spine density was decreased, and GABA signals were upregulated in the chow-diet group. In particular, GABAergic signaling seemed to be responsible for memory enhancement by mastication stimuli. The nucleus reuniens (nRE) in the thalamus has been shown to relay cognitive information processing in the prefrontal cortex to the hippocampus. Studies using GABA agonists have revealed that nRE activity is necessary for fear memory extinction and spatial memory retrieval (Dolleman-van der Weel et al., 2019; Lin et al., 2020). Although they used GABA agonists to suppress nRE neurons, these observations are similar to those of infantile amnesia, where infant memories are extinct before the weaning stage (Alberini and Travaglia, 2017). Our results suggest that intrinsic GABAergic signaling in the nRE may play some role in the enhancement of hippocampal memory function by mastication stimuli.

Our transcriptome analysis of the hippocampus suggested the activation of calcium signals and upregulation of signaling components related to dendrite genesis (Tables 1, 2), while the result of morphological analysis seemed to be partly contradictory; a decrease of dendrite length in the apical region was observed in relation to an increase of the branch length and spine number in the basal region (Figures 3, 4). 

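Receptors and effectors of calcium signals were examined on lists fixed before the data were examined. Of 52 measured genes of calcium pumps, calcium channels and calcium-dependent enzymes, Atp2a2, Atp2b2 and Ryr2 were called higher in the C-group, Ppp3ca was called lower and 48 were not called, and 22 of the 52 had a variable probe set, without which a gene was never called (adjusted p = 0.972 for the genes called higher by Fisher's exact test among variable genes). Of 17 ionotropic glutamate receptor subunits, Grin1, Grin2a and Gria3 were called higher and 14 were not called, with 7 of the 17 variable (adjusted p = 0.459 by the same test). Grin2b differed by 0.13 log2 units (standard error 0.11, FDR 0.0755), and by 0.07 without C1 (FDR 0.171) and 0.21 without P1. None of 6 metabotropic glutamate receptors was called, but only 2 were variable. Among 23 activity-regulated immediate early genes, which neurons transcribe after calcium entry, Homer1, named after its values were seen, was called lower at 1 of its 5 probe sets, none was called higher and 22 were not called, with 8 of the 23 variable. Jun differed by 0.08 (standard error 0.06), and by 0.03 without C1. The mean differences, -0.01 for the calcium list (adjusted p = 0.769 from camera), 0.0067 for ionotropic receptors (adjusted p = 0.868), 0.03 for metabotropic receptors (adjusted p = 0.769) and -0.02 for immediate early genes (adjusted p = 0.242), rest mostly on genes that did not vary. With the most variable probe set of each gene, a choice made after the data were examined, the means were -0.0075 for the calcium list (adjusted p = 0.895, and from 0.252 to 0.953 over all alternatives), 0.06 for ionotropic receptors (adjusted p = 0.844, and from 0.589 to 0.984), 0.03 for metabotropic receptors (adjusted p = 0.472) and -0.03 for immediate early genes (adjusted p = 0.134, and from 0.0436 to 0.943). The calcium list stood at 0.0063 without C1, and the immediate early genes at -0.04 without P5 (adjusted p = 0.0436). Of 17 measured genes of GABA receptors and GABA synthesis, Gad2, the enzyme that makes GABA, was called higher with a difference of 0.21 (standard error 0.13), as was Gabbr1 (named after its values were seen), and 15 were not called, with 7 of the 17 variable. Without C1, Gad2 differed by 0.11 (FDR 0.162), and it was called in 2 of the 10 sets with 1 rat left out. No member of these lists passed limma when adjusted over the list alone.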

The apical dendrites of CA1 have been shown to receive inhibitory input from nRE, whereas basal dendrites are synapsed on mainly by neurons within the hippocampus (Dolleman-van der Weel et al., 2019). This difference in the innervation properties can cause differences in morphological responses to mastication stimuli between the apical and basal dendrites. Nevertheless, the upregulation of molecules related to growth factor receptor signaling (Tables 1, 2) and the increase in spine number in the basal region (Figure 4) strongly suggest the participation of some kind of a growth factor in the regulation of CA1 dendrite formation. One plausible candidate is brain-derived growth factor (Bdnf), given that there are several reports on the upregulation of Bdnf in the hippocampus and other brain regions upon mastication stimuli using multiple animal models (Chen et al., 2015; Fukushima-Nakayama et al., 2017; Sunariani et al., 2019). In our study, no significant change in Bdnf mRNA expression was observed in the hippocampus or in the thalamus (Ogawa et al., 2018). 

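Bdnf in the hippocampus was 8.91 ± 0.15 log2 units (SD, n = 5 rats) in the C-group and 8.78 ± 0.10 (SD, n = 5) in the P-group. The difference of 0.13 (standard error 0.08) had an FDR of 0.0648 by rank products and was not called. Bdnf, a growth factor of neurons, was higher in C1, C4 and C3, at 9.13, 8.94 and 8.90, than in P1, the highest rat of the P-group, at 8.89. Bdnf was called higher without C5 (0.18, FDR 0.0458), without P1 (0.16, FDR 0.038) and with the replicate block (0.13, FDR 0.0356). It differed by 0.08 without C1 (FDR 0.19). Its other probe set did not vary. Of 13 measured neurotrophins and neurotrophin receptors, 4 had a variable probe set, and none of these was called in either direction.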

More importantly, we identified the genes, Igf2 and Epha4, both of which were upregulated in the C-group (Table 2). 

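Igf2 and Epha4 were each called higher at 1 of 4 probe sets. Of 26 measured genes of insulin and insulin-like growth factor signaling, Igf2 and Igfbp2, a binding protein of the insulin-like growth factors, were called higher in the C-group and 24 were not called, with 8 of the 26 variable. Igfbp2 was 9.94 ± 0.81 (SD, n = 5 rats) in the C-group and 9.39 ± 0.67 (SD, n = 5) in the P-group, a difference of 0.56 (standard error 0.46), and of 0.33 without C1, where it was not called (FDR 0.0549), and 0.84 without P3. Both are also on the list of choroid plexus markers. Igf2 stood at 10.64, 10.53 and 10.57 in C1, C5 and P3, the rats with the highest choroid plexus marker means, and at 9.32 in P4. Of 16 measured Eph receptors and ephrins, Epha4 was called higher and 15 were not called, with 3 of the 16 variable. Epha4 was above the median of the P-group in 5 of 5 rats of the C-group, and above all rats of the P-group in C1. Its brighter probe set, with a mean of 11.19 in each group, did not vary. No gene without a variable probe set was called, so these counts do not show that other members were unaffected. Leaving out 1 rat at a time, Epha4 lost its call without C1, and Igf2 without C1, C2, C5 or P4. From the higher expression of genes of growth factor receptor signaling and the larger spine number of basal dendrites, the paper proposes that a growth factor takes part in forming CA1 dendrites. It states that Igf2 and Epha4 were identified.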

The expression of Igf2 has been shown to repair stress-induced memory impairments in young rats (Fukushima-Nakayama et al., 2017). Epha4 is responsible for the maintenance of synaptic transmission efficiency and memory function in rodents (Galimberti et al., 2010; Willi et al., 2012). It may be important to examine the protein levels of these outer cellular factors in brain regions and sera using our weaning-stage model.

Taken together, our results provide a molecular clue toward elucidating the enhancement of memory function by mastication stimuli, and highlight the significance of adequate mastication at the weaning stage for brain function. Further neurological studies, such as examining whether GABA-positive neurons in the nRE are responsible for the enhancement of memory function, may shed light on the underlying mechanisms.

## Data availability statement

The data of DNA microarray analysis were deposited to Gene Expression Omnibus (GSE210292). Other datasets generated and analyzed during the current study are available from the corresponding author upon request.

## Ethics statement

The animal study was reviewed and approved by the Ethics Board of The University of Tokyo (Approval No. P17-087M03).

## Author contributions

TA and AY conceived the idea of this study. TN and SL conducted the behavioral experiments and interpreted the data. YS, TN, and HM conducted the neuronal morphological analysis. AY, SL, HM, and YS performed the DNA microarray analysis and interpreted the data. AY, TN, SL, KA, and TA wrote the manuscript. KA and TA supervised the study. All authors contributed to the article and approved the submitted version.

## Abbreviations

Bdnf: brain-derived neurotrophic factor
CA1: cornu ammonis 1
DEGs: differentially expressed genes
Epha4: erythropoietin-producing hepatocellular carcinoma receptor A4
FDR: false discovery rate
GEF: guanine nucleotide exchange factor
Igf2: insulin-like growth factor 2
nRE: nucleus reuniens
PBS-T: phosphate-buffered saline containing Tween-20
PD: postnatal day
qFARMS: the factor analysis method for robust microarray summarization quantile
Rala: rat sarcoma virus (ras) like proto-oncogene A
RhoA: Ras homolog family member A
Rnd2: Rho family GTPase 2.

# Supplementary material for: Mastication stimuli enhance the learning ability of weaning-stage rats, altering the hippocampal neuron transcriptome and micromorphology
**Source:** Front Behav Neurosci. 2022 Oct 3;16:1006359. doi: 10.3389/fnbeh.2022.1006359
**Supplement:** Supplementary file 1

A

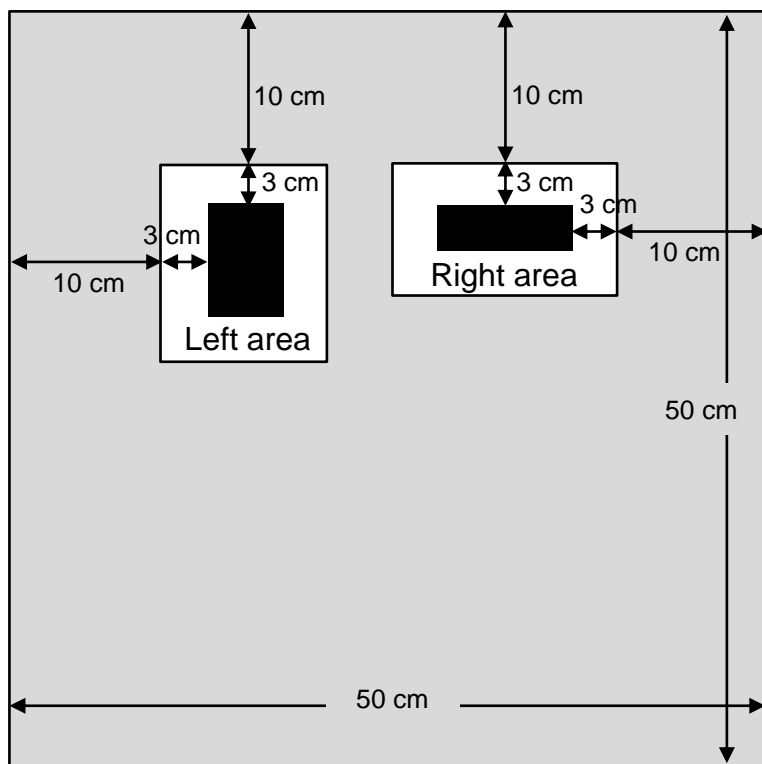

B

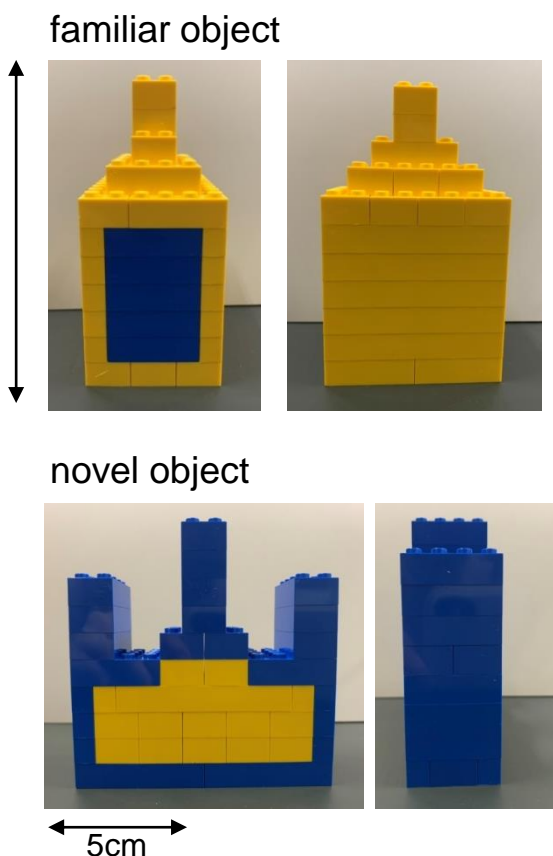

Supplementary Fig. 1. Apparatus for the novel object recognition test **(A)** Field for the test. The objects were located 13 cm distant from the walls. Areas proximal to the objects were defined as a rectangle, 3 cm along and across from the objects. During the learning period, familiar objects were placed in both 'Left' and 'Right' areas. In the test period, a novel object was located in either of the areas. **(B)** Design of the objects. The objects were similar in color composition, both of which can be recognized by the visual system of rats, but different in shape (smaller than the animal's height, 12 cm) and color arrangement.

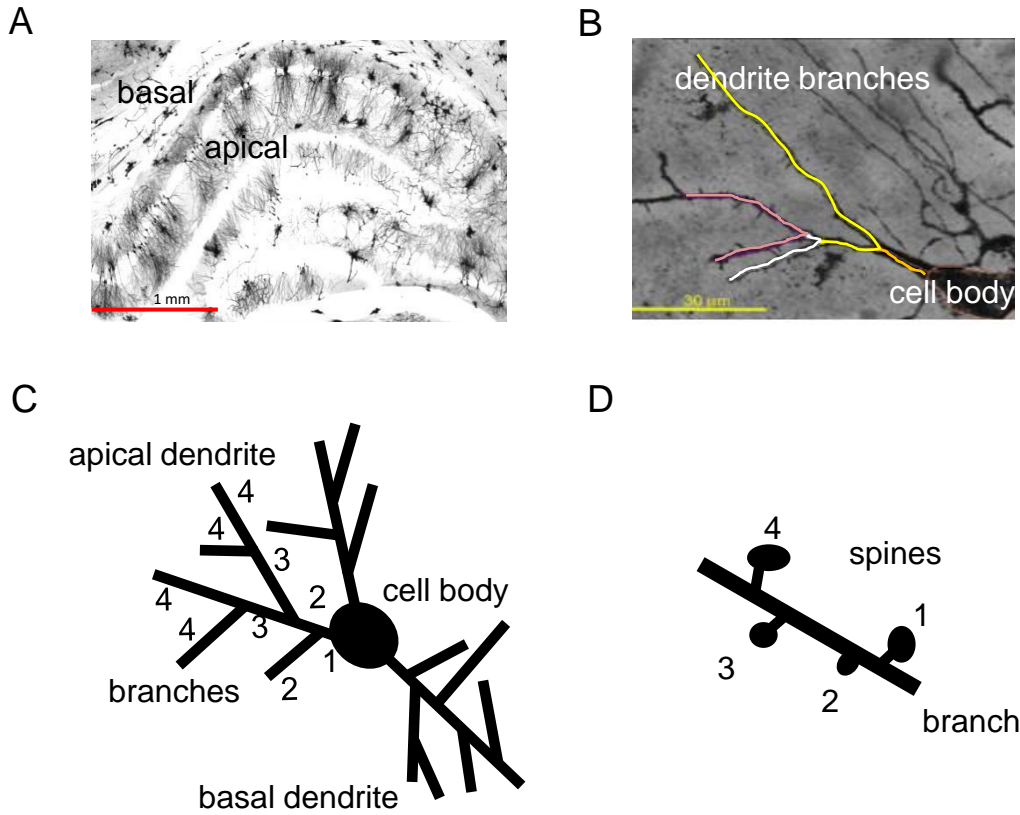

## Supplementary Fig. 2. Morphological analysis of hippocampal pyramidal cell

**(A)** Golgi-Cox staining of the hippocampus at Bregma -4.52 mm coronal section. **(B)** The first (orange), second (yellow), third (white), and fourth (pink) branches are marked in a magnified image of one dendrite. Five pyramidal cells in CA1 per rat were randomly chosen and analyzed. **(C)** Counting scheme of apical dendrites. **(D)** Examples of spines counted.

How the deposited data were processed for this re-analysis (not part of the article)

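Hippocampal mRNA was measured on Affymetrix rat genome arrays in 5 rats fed chow (C-group) and 5 rats fed a powdered diet (P-group) for 8 days, from postnatal day 23 to 31. The sample labels give the age as 4 weeks. Each array is labeled with a group and a replicate number from 1 to 5, and the paper states 5 rats for this experiment.

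The authors extracted total RNA, labeled 100 ng, and normalized and summarized the arrays with qFARMS in R 2.7.2, and they deposited the result as log2 values. The scanner files were not used here, so qFARMS itself could not be run again, and other normalizations were applied to the deposited values. The factor model of qFARMS shrinks a probe set toward a constant when its probes share no variation over the arrays. This left 2904 of 31042 probe sets (9.36%) with an SD above 0.01 over the 10 arrays. A value of the other probe sets carries almost no information on a difference between rats. No columns were identical, and there were no columns of other samples in the table. Arrays give no read depth, and 5 rats in each group limit the precision.

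Gene names came from the platform annotation supplied with the values. Of the probe sets, 20758 had a gene identifier found in the RefSeq gene table of assembly GRCr8, and no symbol differed from it. Probe sets with several symbols were not named. No genome build is named in the values, and no coordinates are given.

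Rank products, the method that the paper names, was computed in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). It was run here without pairing, from the 25 differences between groups, with 100 permutations of the values within arrays. The percentage of false predictions was taken as the FDR, with a threshold of 0.05 in each direction. The paper's methods state the method and the threshold, but neither whether rats were paired nor the number of permutations. The FDR of a probe set varies with the random draw of permutations. limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment, threshold 0.05) gave the standard errors and adjusted p-values. The verbs rose and fell were reserved for genes past limma, and no gene passed. On simulated arrays with the spread of the real ones, rank products called 95 of 100 probe sets changed by 0.5 log2 units and 99 of 100 changed by 1. limma called 28 and 68 of 100 over all 31042 probe sets. With no group difference, rank products still made a median of 833 calls, against 736 in the real groups. Its recovery of simulated changes therefore does not show that its calls are reliable. The median difference of the probe sets called higher was 0.23, and changes of that size were not simulated.

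The separation of the groups was measured as the mean distance between groups minus that within groups (1 minus Pearson's correlation over all probe sets), with an exact permutation test over 252 splits and a tree by average linkage. For 44 gene lists, 7 of them from Tables 1 and 2 of the paper, 20 of pathways and 17 of cell type markers, camera with a preset correlation of 0.01 was run on the probe set with the highest mean of each gene, with Benjamini-Hochberg adjustment over the lists. An estimated correlation and fry were run beside it. The genes called by rank products were counted in each list, with Fisher's exact test against the other genes that had a probe set with an SD above 0.01, since all called probe sets had one. Of the 44 lists, 5 passed camera. The other 39 had mean differences from -0.05 to 0.07 log2 units and adjusted p-values from 0.149 to 0.868.

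The genes named are all those of Tables 1 and 2 and Bdnf, whose published values were known when the rule was set, the 10 genes with the largest difference in each direction among the called probe sets, the 10 genes with the smallest limma p, and up to 4 genes of a list with the smallest limma p as examples. A gene with several probe sets is given by the one with the highest mean, and by the called one where that was another. The 10 genes with the smallest limma p, among them Alkbh6, Ahsp and Rtn3, differed by less than 0.01 log2 units and are not described further. These rules, the lists and the alternative settings were fixed before the data were examined, apart from the settings said to be chosen later. The alternatives changed the pairing, the filter on dim or invariable probe sets, the normalization, the FDR estimate, the statistic, the variance model, the unit counted, the distance and the arrays used. Behavior and dendrite morphology were not analysed here, and some results for gene lists and genes are not reported here.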

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

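The tests of choroid plexus tissue, of the diet as the source of these genes and of the covariate were chosen only after the results were seen, the test of C1 as the sole source of the calls was changed repeatedly after its result was seen, and the order of rat pairs replaced a mean correlation between markers after that was seen.

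Rank products called 736 times (617 higher and 119 lower), and the calls were weighed against chance. In 43 of 100 splits of the 10 arrays into 5 and 5, the real one included, as many calls were made as with the real groups (750 with the 20 permutations used for every split, and up to 1824 in another split), so chance cannot be excluded. Simulated arrays with no group difference, in which each probe set kept its own spread, gave a median of 833 calls, and 1 call when all probe sets had equal spread, which is consistent with probe sets of large spread leading the ranks without any effect of the diet. Of the 617 probe sets called higher, 63 were also called higher without C1, so C1 as the sole source stays open for the rest. With C1 kept, 106 probe sets were called higher without C2. Of the 119 called lower, 79 were also called lower without C1, which argues against C1 as the sole source of these 79 calls. For the rest of the 119, C1 stays open. C1 was the lowest of the 10 rats in 67 of those called lower alone (56.8%). With limma, 0 probe sets were called in the real groups and up to 2 in other splits. At an unadjusted p under 0.05 there were 915 (2.95%), a smaller share than this threshold passes by chance. Each of the 100 of 100 splits must give at least 0 calls, so the comparison of splits decides nothing. An effect of the diet stays open, as limma called 28 of 100 simulated changes of 0.5 log2 units over all probe sets. It called 68 of 100 changes of 1, and 57 and 92 over the variable probe sets.

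The mean of 24 variable choroid plexus markers, a tissue the paper does not discuss, was higher in the C-group by 0.526 log2 units (exact permutation test, two-sided, p = 0.341), with an SD between rats of 0.905 in the C-group and 0.697 in the P-group. The diet alone is argued against as the source of this variation, since the groups accounted for 11.7% of the variance of the marker mean, and rats on the same diet differed by more than the groups. A candidate explanation is that the dissected samples held differing amounts of choroid plexus, which adjoins the hippocampus: in 90.2% of comparisons between rats of the same diet, a marker and the mean of the other markers ordered the rats alike, against 63.7% for the 95th percentile of 1000 random lists. With the marker mean (without these genes) as a covariate, the mean difference of Kl, Prlr and Igf2 was 0.0251 instead of 0.488 log2 units, whereas that of Epha4 was 0.30 instead of 0.32, and an effect of the diet on the choroid plexus itself was not tested.

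Genes of phototransduction and melatonin synthesis were high in P2, and a list of 26 variable pineal gland genes was drawn up after some of them had been seen. Their mean in P2 was 2.02 log2 units above that of the other 9 rats, with a gap over range of 0.962 in the P-group. Pineal gland tissue in this sample is a candidate explanation: all 7 of the 7 listed genes not seen beforehand (Crx, Sag, Drd4, Isl2, Unc119, Chrnb4 and Ddc) were highest in P2, as were 18 of the 19 seen (Otx2, also a choroid plexus marker, was highest in C1), and Asmt, the last enzyme of melatonin synthesis, was 8.13 in P2 against 5.91 in P1. The powdered diet is argued against, since without P2 the mean of the list was not higher in the P-group (-0.047 log2 units, against 0.362 with P2).

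Single rats lay far from the other 4 of their group, by Dixon's ratio of gap to range, in 15 of 98 groups tested, the pineal mean among them. Chance flags about 1 in 20 groups, but this rate does not apply to the leading genes and the pineal list, which were chosen by values that a single rat can create, and the genes high in P2 vary together. P2 was the highest for Pdc (0.988), Gngt1 (0.971), Mpp4 (0.962), Gnb3 (0.863), Pde6g (0.911) and Aipl1 (0.804). C1 was the lowest for Ppp3ca (0.899), Emc10 (0.847), Socs7 (0.824), Atp2b1 (0.745) and the brighter, uncalled probe set of Gria3 (0.75). Chrna5 was lowest in P5 (0.848), and Grin1 was highest in C5 (0.817) and the called probe set of Gria3 in P1 (0.727).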

How the results depend on the processing

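The settings with variable probe sets alone (SD above 0.01), the most variable probe set of a gene, the arrays C1 and P2 left out, the covariate and the selection of lists followed through the settings were chosen after the data were examined. limma called 0 probe sets in all 21 other settings run, with the lowest adjusted p from 0.254 to 1. The counts of rank products stayed within 1.5 times with quantile normalization, median centring, another FDR estimate and the control probe sets kept. Probe sets called higher and lower in the C-group were 156 and 34 without dim probe sets, 125 and 7 with only the more variable probe sets by rank of SD, 4 and 2 by rank sum, 15 and 6 with differences scaled by spread, 3 and 0 with variable probe sets alone, 76 and 77 without C1 and P2, and 220 higher with 1 probe set per gene. These settings rank fewer probe sets or rats or use another statistic. With 1 array left out, 63 to 789 were called higher (63 without C1, 106 without C2, 224 without C4, 338 without P5) and 10 to 230 lower (230 without C3, 187 without C5, 78, 18, 49, 10 and 15 without P1 to P5).

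Whether the replicate numbers pair the rats stays open. Correlations of the deviations of same-numbered arrays ran from -0.389 to 0.485, and 2 of 5 pairs correlated best with their own number. With the replicate block, rank products called 912 higher and 337 lower, limma 0, Rnd2 (FDR 0.117), Pla2g5 (0.0526) and Socs7 (0.0831) lost their call, and so did the collagens (mean difference 0.0638, adjusted p = 0.0691), and same-numbered pairs of the groups were closer than other pairs by 0.000592.

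The distance between groups minus that within groups was -7.31e-05 and ran from -0.000534 to 0.000499 with 1 array left out, above 0 without C2, C3, C4 or C5. No setting passed the threshold.

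All 5 lists called by camera lost their call with an estimated correlation, and all but red blood cell markers with fry, at mean differences that these tests do not change: 0.389 for choroid plexus, 0.128 for meningeal, 0.0195 for red blood cell, 0.0239 for ribosomal and 0.0638 for collagen genes. Red blood cell markers lost it without dim probe sets (0.0388), ribosomal genes with the mean (0.0227) or the most variable probe set (0.0214), and collagens with the mean (0.0499), the most variable probe set (0.0638) or no dim probe sets (0.0861). With 1 array left out, the means were 0.219 to 0.584 for choroid plexus (calls lost without C2, C5 or P4), 0.0956 to 0.188 for meningeal (C2, C5 or P5), 0.0128 to 0.0276 for red blood cell (C2, C3 or C5), 0.0106 to 0.0326 for ribosomal (C4 or C5) and 0.038 to 0.0973 for collagen genes (C1, C2, C5, P1, P4 or P5). Table 2 genes stood at 0.0292 to 0.116 and passed without C1 alone (0.0728), as did the calcium signaling list (0.0597, adjusted p = 0.000758), and immediate early genes passed without P5 (-0.0371).

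Of the lists and genes not called, direction turned in the calcium signaling list (-0.0139 without dim probe sets, -0.01 to 0.0597 with 1 array left out), calcium pumps and channels (-0.0217 to 0.00629), Eph receptors and ephrins (-0.00233 to 0.00331), Mapk8 (-0.178 to 0.0569), Atp2b1 (-0.294 to 0.0872), the brighter probe set of Gria3 (-0.0812 to 0.0978) and that of Mef2c (-0.021 to 0.175). Called Cplx3 ran from -0.725 to 0.0597, above 0 without P2. Without C1 and P2 the differences were 0.004 for Aipl1, 0.177 for Cplx3, 0.00989 for Ppp3ca, 0.0706 for Atp2b1, 0.0751 for the brighter, uncalled probe set of Gria3 and 0.0479 for Mapk8. With differences scaled by spread, no gene of Tables 1 and 2 was called in the direction of these tables. The same held by rank sum and with variable probe sets alone. Over the settings other than differences scaled by spread, 651 comparisons of the named probe sets kept direction and call. Of the others, 289 lost a call, 4 gained one and 12 turned direction. The gains were Bdnf with the replicate block (FDR 0.0356) and without C5 or P1, and the brighter probe set of Mef2c without C3 (difference 0.108, FDR 0.0458). The cause of these changes was not tested, apart from the fewer probe sets or rats.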

Differences from the paper's values

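For Mapk8 the paper reports an FDR of 0.0289 for a higher level in the C-group. The lowest FDR of its 4 probe sets here was 0.576 for that direction, and it was above the paper's by more than 1.5 times in each of the 20 alternatives set before the data were examined, none of which called Mapk8. A further 2 probe sets, annotated to both Mapk8 and Mapk10 and not named here, did not vary and were not called. The counts of 617 probe sets called higher and 119 called lower lie beside the paper's 621 and 96 at the same FDR threshold and do not differ by more than 1.5 times. For the 10 genes of Table 2 that were called here, the FDR was within 1.5 times of the paper's.

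Of the genes of Table 1, the paper gives 3 others as higher in the C-group that no setting run here called: Atp2b1, with a difference of -0.18 log2 units (standard error 0.27), which turned to 0.09 without C1, and Atp2b4 and Cacna1d, whose probe sets did not vary. Table 1 enters Chrna5 in both directions, and its single probe set was called only as higher in the C-group (0.34, standard error 0.18).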

Other observations

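Connective tissue genes of the meninges and vessel sheaths were also called higher in the C-group. Of 22 measured markers of meningeal and perivascular fibroblasts, 8 were called higher, none lower and 14 were not called (adjusted p = 0.00189 by Fisher's exact test among genes with a variable probe set), with a mean difference of 0.13 log2 units (adjusted p = 0.00116 from camera, and adjusted p = 0.943 with an estimated correlation). Mgp, an inhibitor of calcification, differed by 0.34 (standard error 0.16) and Col1a2, a chain of type I collagen, by 0.28 (standard error 0.18, and 0.15 without P5). Of 17 collagen genes, 4 were called higher (Col1a2, Col9a3, Col3a1 and Col6a3, the last 2 named after their values were seen), 6 of the 17 being variable, with Col9a3 at 0.23 (standard error 0.15) and at 0.13 without C1 and 0.14 without P1, an adjusted p of 0.0659 by Fisher's exact test among genes with a variable probe set, and their mean difference was 0.06 (adjusted p = 0.0218 from camera, and adjusted p = 0.943 with an estimated correlation). Col1a2 lost its call without C1, C2, C4, C5 or P5 (FDR up to 0.1), and Col9a3 without C1, C2, C4, C5, P1 or P2 (up to 0.145). The meningeal markers stood highest in C1, C5 and P3, as did the choroid plexus markers. The estimated correlation was 0.51 between the meningeal markers and 0.38 between the collagens. Fisher's test and camera with its low preset correlation therefore overstate the evidence for both lists.

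Ribosomal protein genes also passed camera, with a mean difference of 0.02 over 32 genes, 8 of them variable (adjusted p = 0.00675, and adjusted p = 0.943 with an estimated correlation). Of these, Rpl4 (0.17, standard error 0.06) and Rpl34 (0.11, standard error 0.05, and 0.06 without C1) were called higher. Rpl4 was not called without C1, C2, C4 or C5 (FDR up to 0.076), and Rpl34 not without these, P1, P4 or P5 (up to 0.138). Without C1 the mean of the list fell to 0.0106 while its adjusted p from camera fell to 0.000322. With the most variable probe set of each gene the mean was 0.0214 (adjusted p = 0.0519). The call of this list thus also rests on invariable genes, and no shift of the list is read from it. Red blood cell genes passed camera as well (mean 0.02 over 6 genes, adjusted p = 0.00589, and adjusted p = 0.295 with an estimated correlation), but only Hbb had a variable probe set (0.12, standard error 0.09, not called, and 0.08 without P1 or P2). The mean of the list is that of Hbb, but the call of the list also rests on invariable genes, of which Ahsp, at a difference of 0.00064, passed limma when adjusted over the list alone, so no shift of red blood cell genes is read from it. Of 19 astrocyte markers, 4 were called higher and none lower: Gjb6 (0.25, standard error 0.12, not called without C1 or C2, FDR up to 0.0657), Gja1, Aqp4 and Slc1a3, the last 3 named after their values were seen (adjusted p = 0.119 by Fisher's exact test). Of 44 RNA splicing factors, 6 were called higher and none lower (adjusted p = 0.363 by the same test), and of 31 genes of presynaptic vesicle release, 4 (adjusted p = 0.796).

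Markers of the neurons of the hippocampus did not pass camera, and many of them did not vary. The mean differences were -0.03 for 9 markers of CA1 pyramidal cells (7 variable, adjusted p = 0.707), 0.0094 for 14 of CA3 and CA2 (8 variable, adjusted p = 0.868), -0.03 for 13 of dentate granule cells (6 variable, adjusted p = 0.868) and -0.0054 for 19 of interneurons (10 variable, adjusted p = 0.868). C1 stood apart, with means of the variable members of -0.51 for dentate granule cells and -0.35 for CA1, relative to the 10 rats, against -0.09 or above in every other rat, but of 0.30 for CA3 and CA2, against 0.02 or below in every other rat. Of these markers, Dcn, Penk, Gad2 and Reln were called higher and Nnat lower, Reln and Nnat being named after their values were seen. Dcn, also on the list of meningeal and perivascular fibroblast markers, differed by 0.13 (standard error 0.15), by 0.06 without C2, 0.20 without C4 and 0.05 without P5, and lost its call without C1, C2, C4, C5, P2 or P5 (FDR up to 0.205). Penk differed by 0.14 (standard error 0.15) and by 0.04 without C1 and 0.27 without C3, and was called in 2 of the 10 sets with 1 rat left out (FDR up to 0.182). Markers of microglia, oligodendrocytes and endothelium did not pass either, at -0.005, 0.0088 and 0.02 (adjusted p = 0.769, 0.868 and 0.149), with 5 of 16, 12 of 17 and 3 of 19 variable.

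Lysmd4 took 2 separate levels, at 7.18, 7.31 and 7.17 in C2, C3 and C4 and between 5.81 and 6.05 in the other 7 rats, and it was called in all 10 sets with 1 array left out. Pxmp4 was 6.11 in C3 and between 7.83 and 8.91 in the other 9 rats. Of the probe sets called with all arrays, 34 called higher and 1 called lower were called in all 10 such sets. Those called higher included the choroid plexus markers Ttr, Sostdc1, Mfrp, F5, Cldn2, Ace and Enpp2 and the meningeal markers Mgp, Ogn and Slc13a4. The others with a name were Cdkn1c, Cltrn, Cwc25, Lysmd4, Prrc2c, Ptgds and RT1-T24-3. Differing amounts of tissue are a candidate explanation for the choroid plexus markers, so a call kept in all sets does not show an effect of the diet.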
